# Insulin-like growth factor binding protein 5 (IGFBP5) functions as a tumor suppressor in human melanoma cells

**DOI:** 10.18632/oncotarget.4114

**Published:** 2015-05-12

**Authors:** Junyun Wang, Nan Ding, Yongjun Li, Hua Cheng, Dong Wang, Qiong Yang, Youhui Deng, Yaran Yang, Yanming Li, Xiuyan Ruan, Fang Xie, Hua Zhao, Xiangdong Fang

**Keywords:** IGFBP5, malignant melanoma, tumor suppressor, EMT, ERK-MAPK

## Abstract

The insulin-like growth factor binding protein 5 (IGFBP5), which is often dysregulated in human cancers, plays a crucial role in carcinogenesis and cancer development. However, the function and underlying mechanism of IGFBP5 in tumor growth and metastasis has been elusive, particularly in malignant human melanoma. Here, we reported that IGFBP5 acts as an important tumor suppressor in melanoma tumorigenicity and metastasis by a series of experiments including transwell assay, xenograft model, *in vivo* tumor metastasis experiment, and RNA-Seq. Overexpression of IGFBP5 in A375, a typical human melanoma cell line, inhibited cell malignant behaviors significantly, including *in vitro* proliferation, anchorage-independent growth, migration and invasion, as well as *in vivo* tumor growth and pulmonary metastasis. In addition, overexpression of IGFBP5 suppressed epithelial-mesenchymal transition (EMT), and decreased the expression of E-cadherin and the key stem cell markers NANOG, SOX2, OCT4, KLF4, and CD133. Furthermore, IGFBP5 exerts its inhibitory activities by reducing the phosphorylation of IGF1R, ERK1/2, and p38-MAPK kinases and abating the expression of HIF1α and its target genes, VEGF and MMP9. All these findings were confirmed by IGFBP5 knockdown in human melanoma cell line A2058. Taken together, these results shed light on the mechanism of IGFBP5 as a potential tumor-suppressor in melanoma progression, indicating that IGFBP5 might be a novel therapeutic target for human melanoma.

## INTRODUCTION

The insulin-like growth factor binding proteins (IGFBPs) comprise a family of six proteins that function as critical regulators of the bioavailability and mitogenic activities of insulin-like growth factors (IGFs). IGFBP5, the most conserved member of the IGFBPs family, is frequently dysregulated in human cancers and metastatic tissues [1, 2]. IGFBP5 has several functional roles in carcinogenesis and cancer development, which can determine cell survival and regulate cell growth, migration, and invasion in the development of cancer. Many preclinical studies indicate that IGFBP5 can suppress tumor growth and metastasis in various tissues and contexts, but IGFBP5 can also function as an oncogene, promoting metastasis in a context-dependent manner [2-4]. IGFBP5 modulates cell functions by both IGF-dependent mechanisms, which affect IGF 1 receptor (IGF1R) signaling, and IGF-independent mechanisms that do not alter IGF1R signaling [3]. Furthermore, the different domains of IGFBP5 exert distinct effects on the tumorigenicity and metastasis of different human cancers [5, 6].

Despite the increasing number of studies supporting the role of IGFBP5 in tumorigenesis and metastasis in several types of cancers, its function in the progression of cancer is controversial and few studies have provided mechanistic insights for IGFBP5 in human malignant melanoma (MM). MM is one of the most lethal forms of skin cancer, and its incidence has been rising for, at least, the past 30 years [7, 8]. In patients with MM, tumor metastasis is highly aggressive and is the leading cause of mortality. The molecular mechanisms underlying the development and progression of melanoma are still not well understood, demonstrating the need for novel diagnostic markers and therapeutic targets to combat MM. Other IGFBPs family members, such as IGFBP3, have been associated with melanoma progression [9-12]. Thus, it is imperative to determine the roles of IGFBP5 in melanoma.

Our previous study revealed that IGFBP5 exhibited a distinctly different expression pattern in melanoma cells with RNA-sequencing (RNA-Seq) [13]. Hence, in order to define the role of IGFBP5 in MM growth and metastasis, we investigated the effects of IGFBP5 in A375 and A2058 human melanoma cells and its potential as a potent tumor growth inhibitor and anti-metastatic agent both *in vitro* and *in vivo*, using stable overexpression and knockdown cells. Our findings provide new insights into the mechanism by which IGFBP5 suppresses the proliferation and invasion of melanoma cells.

## RESULTS

### IGFBP5 expression is associated with melanoma

A critical question that has been raised is whether the expression of IGFBP5 clinically correlates with the progression of human melanoma. To address this issue, we studied IGFBP5 expression in HEMn-LP normal melanocytes and three human melanoma cell lines (A375, A2058, and UACC903) using quantitative real-time PCR (qRT-PCR). We found that IGFBP5 was highly expressed in A2058 and UACC903 cells, but low expression in HEMn-LP and A375 cells relatively (Figure 1A).

**Figure 1:**
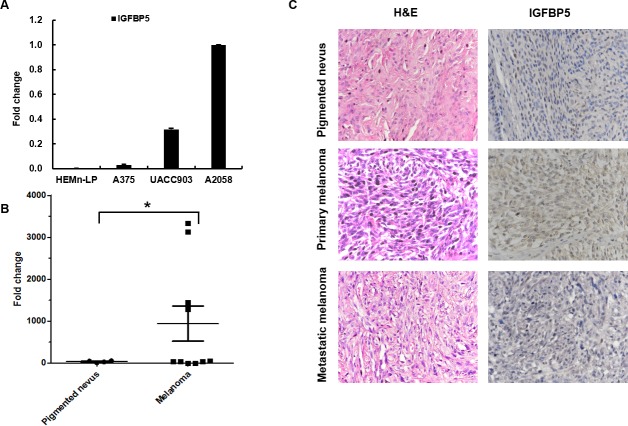
IGFBP5 expression in cell lines and clinical melanoma samples **A.** The relative endogenous expression of *IGFBP5* analyzed for in HEMn-LP and the 3 MM cell lines, A375, UACC903, and A2058 by qRT-PCR. *GAPDH* was used as the internal control. **B.** qRT-PCR analysis of the expression of IGFBP5 in normal pigmented nevus samples (*n* = 5) and melanoma samples (*n* = 10) collected from General Hospital of PLA. Data were shown for the mean ± standard deviation (SD) from three independent experiments. *, *P* < 0.05. **C.** Representative H&E and immunohistochemical (IHC) stains of a normal pigmented nevus, a primary melanoma tissue, and a lymph node metastatic tissue. The mean IHC scores of the melanoma tissues and the pigment nevus tissues were 1.8 and 0.4. *, *P* < 0.05. IGFBP5 staining was intense in the primary tumor tissues and that was weak in the normal pigmented nevus and metastatic tumor tissues. The magnifications of the images were × 400.

In clinical samples, the expression of IGFBP5 in melanoma samples (*n* = 10) is higher than in normal pigmented nevus samples (*n* = 5) significantly by qRT-PCR analysis (*, *p* < 0.05, Figure 1B). Furthermore, we analyzed the expression of IGFBP5 by hematoxylin-eosin (H&E) and immunohistochemical (IHC) staining in human pigmented nevus samples (*n* = 7), primary human melanoma samples (*n* = 7), and human metastatic melanoma samples (*n* = 8). IHC staining was graded in four categories: IHC 3 +, 2 +, 1 + and 0 -. Our results revealed that the mean IHC score for all the melanoma samples was 1.8 compared to 0.4 for the pigment nevus tissues (*, *p* < 0.05). Figure 1C illustrates the strong staining for IGFBP5 from a primary melanoma sample compared to the weak staining from a metastatic tissue and a normal pigmented nevus sample.

### IGFBP5 inhibits melanoma cell proliferation and suppresses tumor growth *in vivo*

To investigate the role of IGFBP5 in melanoma progression, we stably transfected the human melanoma cell line A375 with IGFBP5, which enabling high expression of IGFBP5, as shown with western blot (WB) and qRT-PCR (Figure 2, panels A1 and A2). Using this stable IGFBP5 overexpression (OE) cell line, we assessed the effects of IGFBP5 on cell proliferation and tumor growth using CCK-8 assay and colony formation assay. Our results demonstrate that elevated expression of IGFBP5 inhibited cell proliferation significantly *in vitro*. (Figure 2, panel B and C).

**Figure 2:**
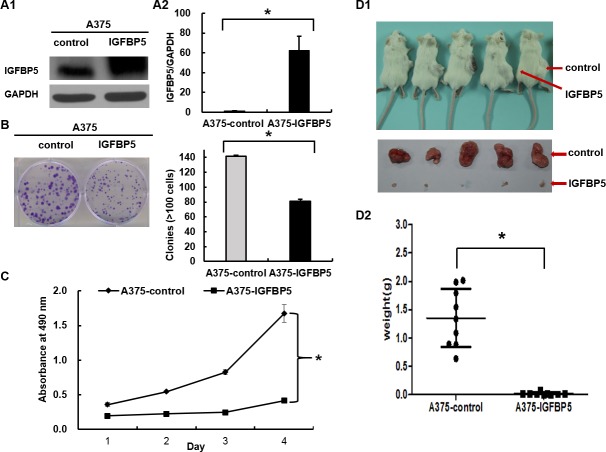
IGFBP5 inhibits melanoma cell proliferation both i*n vitro* and *in vivo* **A.** A375 melanoma cells were transfected with pcDNA3.1-Neo-EGFP-IGFBP5 and empty pcDNA3.1-Neo-EGFP vectors. Western blots (left) and qRT-PCR (right) analyses were used to detect IGFBP5 expression in transfected cells. Colony formation assay **B.**, CCK-8 assay **C.**, and xenograft assay **D.** were used to explore the effects of stable IGFBP5 overexpression on melanoma cell proliferation. Data were shown for the mean ± SD from three independent experiments. *P* values based on two-side Student *t*-test comparing control and IGFBP5 OE. *, *P* < 0.05.

To confirm the inhibitory effects of IGFBP5 on tumor growth *in vivo* further, A375 vector control and OE cells were implanted subcutaneously into the abdomens of SCID/Beige mice. As a result, all mice developed tumors at their injection sites. Remarkably, IGFBP5 inhibited tumor growth in IGFBP5 OE mice significantly (mean tumor weight: 0.018 ± 0.008 g, *, *p* < 0.05), whereas the tumors of the control group grew far larger (mean tumor weight: 1.73 ± 0.46 g) (Figure 2D).

We further investigated the function of IGFBP5 using stable IGFBP5 knockdown (KD) A2058 cells. The expression of IGFBP5 decreased by 90% compared to the control by WB and qRT-PCR analyses. Consistent with IGFBP5 overexpression results, down-regulation of IGFBP5 promoted cell proliferation and tumor growth significantly (Figure S1). Together, these data substantially demonstrate that IGFBP5 functions as a tumor suppressor for melanoma tumor growth.

### IGFBP5 represses tumor cell migration, invasion, and suppresses pulmonary metastasis *in vivo*

To explore the effects of IGFBP5 on MM progression, we conducted a series of tumor migration and invasion assays *in vitro* with stably transfected A375 OE cells and *in vivo* in xenograft mice. Up-regulation of IGFBP5 markedly inhibited cell migration through a permeable filter (92% suppression) and invasion through a Matrigel matrix (96% suppression) compared to controls (*, *p* < 0.05, Figure 3, panels A and B). Conversely, down-regulation of IGFBP5 promoted cell migration and invasion significantly (*, *p* < 0.05, Figure S2, panels A and B). Subsequently, we performed pulmonary metastasis assays in SCID/Beige mice. The pulmonary metastatic clusters, which presented in the mice with OE cells (2.2 ± 3.3 clusters per lung, *, *p* < 0.05), were significantly fewer than those in the control group (52.3 ± 12.3 clusters per lung), as shown by H&E staining. Notably, overexpression of IGFBP5 rarely formed secondary metastases in the lungs of mice, whereas control mice were found to have extensive and severe metastatic deposits in both lungs (Figure 3, panel C and D).

**Figure 3:**
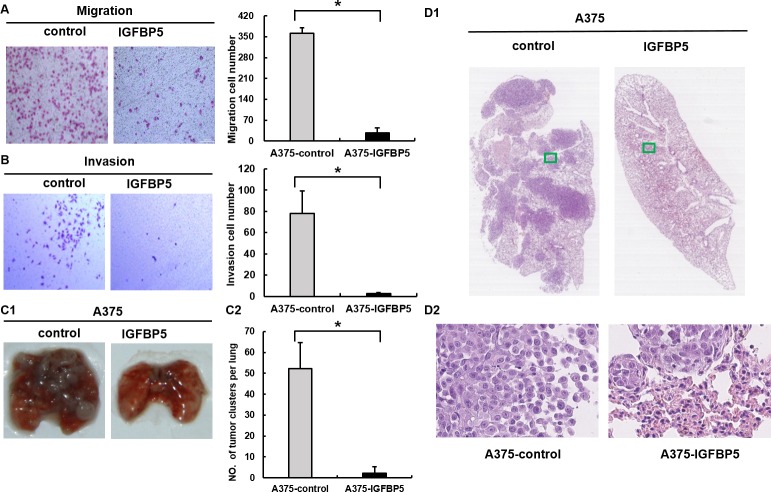
IGFBP5 inhibits cell migration and invasion *in vitro* and suppresses pulmonary metastasis *in vivo* Transwell cell migration assay **A.** and Matrigel cell invasion assay **B.** were conducted between control cells and A375 IGFBP5 OE cells. Representative images of cells stained with H&E (left) and the mean of migrated and invaded cells (right) were shown. Data were shown for the mean ± SD from three independent experiments. *, *P* < 0.05. (C1) Representative images of the lungs harvested from mice injected with vector control cells and A375 IGFBP5 OE cells were shown. (C2) The mean number of metastatic lung clusters from mice control and A375 IGFBP5 OE tumors were plotted, as analyzed by H&E staining. *, *P* < 0.05. (D1 and D2) H&E staining of lung tumor sections and adjacent tissues from control and IGFBP5 OE mice. Representative images of the harvested lungs from injected mice were shown for each treatment. The images in D2 are the magnifications of the two green boxes in D1.

We next examined the effects of IGFBP5 KD on A2058 cell migration and metastasis and observed that down-regulation of IGFBP5 promoted the formation of micrometastases in the IGFBP5 KD mice. Pulmonary metastases were easily detected when endogenous expression of IGFBP5 was knocked down in A2058 cells (95.8 ± 38.8 clusters per lung, *, *p* < 0.05.), whereas fewer and smaller metastases were observed in scramble control mice (27.3 ± 20.0 clusters per lung) (Figure S2, panels C1 and C2). Representative H&E staining of lung tumor sections and adjacent tissues from IGFBP5 knockdown mice and control mice was shown (Figure S2, panels D1 and D2). Collectively, these observations indicate that IGFBP5 negatively regulated the metastatic properties of melanoma cancer cells both *in vitro* and *in vivo*.

### IGFBP5 suppresses EMT and stem cell features of tumor cells

Given that IGFBP5 inhibited cancer metastasis and characteristic morphological changes were observed in A375 and A2058 (Figure 4A and Figure S3A), we investigated whether IGFBP5 plays a role in regulating EMT, a critical event in tumor invasion and progression. Accordingly, we tested EMT-associated markers with WB and immunofluorescence and found that A2058 cells transfected with IGFBP5-targeting shRNA exhibited prominent mesenchymal-like phenotypes, including a fibroblast-like morphology. We also observed an increase in the expression of the mesenchymal marker vimentin (VIM) and a decrease of the epithelial marker E-cadherin (ECAD) (Figure S3, panels A - C). However, overexpression of IGFBP5 in A375 cells led to a cobblestone morphology in monolayer cultures with tight cell-cell contacts, characteristic of normal epithelial cells (Figure 4A), indicating that IGFBP5 most likely reversed tumor cell EMT. This morphological change accompanied by an increase in the expression of ECAD and a decrease in VIM. These results were also confirmed by WB and immunofluorescence assays (Figure 4B and 4C).

**Figure 4:**
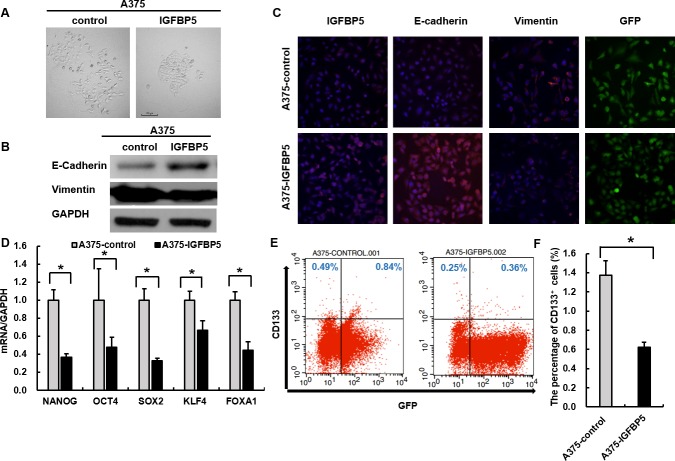
IGFBP5 suppresses EMT and stem cell features of tumor cells **A.** Representative images illustrating the characteristic morphology of A375 control and IGFBP5 OE cell clones were shown. Magnification, × 200. The expression of EMT markers was analyzed by western blots **B.** and immunofluorescence **C.** in A375 control and IGFBP5 OE cells. Nuclei were stained with DAPI. Magnification, × 200. **D.** Assessment of relative expression levels of representative stem cell markers by qRT-PCR. Data were shown for the mean ± SD form three independent experiments. *P* values based on two-side Student *t*-test comparing vector control cells and A375 IGFBP5 OE tumor cells. *, *P* < 0.05. **E.** FACS analysis of stem cell marker CD133 in IGFBP5 OE cells. **F.** Graph demonstrates the mean ± SD for the percent of CD133^+^ cells from three independent experiments. *, *P* < 0.05.

To determine whether IGFBP5-inhibited EMTs affect the generation of cancer stem cell (CSC)-like cells, we performed qRT-PCR to analyze the master stem cell transcription factors (TFs) in OE cells. We found that overexpression of IGFBP5 decreased expression of the stem cell TFs: NANOG, SOX2, KLF4, and OCT4, at the transcriptional level (Figure 4D), and the expression of these stem cell TFs were increased in IGFBP5 KD A2058 cells (Figure S3D). Furthermore, we tested the expression of the stem cell marker, CD133, in melanoma clones. IGFBP5-silenced A2058 cells acquired a higher CD133 expression phenotype than control cells (Figure S3, panels E and F). By contrast, A375 OE cells showed a reduced CD133 expression phenotype compared to GFP control cells (Figure 4, panels E and F).

We sequenced the RNA transcriptome of A375 IGFBP5 OE cells using RNA-Seq methodology and found that the changes in the expression of the EMT markers were consistent with the variations detected with both the WB and immunofluorescence assays. 

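RNA-Seq was performed on 1 library of A375 cells labelled IGFBP5 OE and 1 library of A375 cells labelled empty vector control. A375 is a human melanoma cell line, and the control cells carried the expression vector without the IGFBP5 insert. There was 1 library per condition, so no difference between the libraries has a replicate check. The authors mapped Ion Proton reads with TopHat and Bowtie 2 and deposited gene-level FPKM values from Cufflinks, which are fragments scaled by the transcript's length and by the mapped total of the library, each with a 95% confidence interval. Transcripts were assembled separately in each library, so a row can join neighboring genes in one library and not in the other. The values are not counts, and the number of reads behind each value is not given. In 656 low genes the width of the interval gave, within 0.02, a whole number of reads in both libraries. From these genes, the sequencing depth of the library labelled IGFBP5 OE was 1.05 times that of the library labelled empty vector control. Values were compared as log2(FPKM + 0.1), a scale that understates the change of low genes. The interval given with a fold change was derived from the Cufflinks intervals and covers the error within these libraries, not that between cell cultures. Coordinates are those of the deposited files, whose sequence names are those of hg19. A gene listed at 0 FPKM can be a failed estimate, since genes that cells need in general, such as RPS27, are listed at 0 in one of the libraries. Cufflinks itself marked 5 rows as failed in the library labelled IGFBP5 OE and 0 in the other, so its marks do not account for most zeros.
IGFBP5, the overexpressed gene, was examined first because it checks the labels. It lies on chromosome 2 from 217536828 to 217560341. IGFBP5 was at 54.7 FPKM (95% interval 52.7 to 56.7) in the library labelled IGFBP5 OE and at 291 FPKM (281 to 302) in the library labelled empty vector control, a log2 fold change of -2.41 (95% interval -2.48 to -2.34). Of the alternatives set before the data were examined, the one that moved this value most, setting the median log2 ratio of expressed genes to 0, gave -2.44. The transfected gene was thus lower under the IGFBP5 OE label. The paper reports it as higher in IGFBP5 OE cells by western blot and qRT-PCR. The check therefore did not bear out the labels. Of 62 genes with a bar other than 0 in Figure 5A, 58 changed opposite to the figure and 3 in its direction. Whether the labels or the figure are reversed was not settled. The libraries are named by their deposited labels throughout.
Among the EMT markers, VIM (chromosome 10 from 17270258 to 17279683) was at 877 FPKM (851 to 904) in the library labelled IGFBP5 OE and at 488 FPKM (474 to 502) in the library labelled empty vector control, a log2 fold change of 0.85. CDH1, which encodes ECAD and lies on chromosome 16 from 68771195 to 68869444, was at 0.015 FPKM in the library labelled IGFBP5 OE and was listed at 0 in the other library. In the library labelled IGFBP5 OE its interval ran from 0 to 0.0323 FPKM, so CDH1 was near the lower limit of the data there. The entry of 0 in the other library has an interval from 0 to 0 and can be a failed estimate. CDH1 could thus not be compared between the libraries.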

The melanoma CSC markers SOX2, KLF4, and CD271 exhibited reduced expression profiles in the A375 IGFBP5 OE cells compared to empty vector control cells (Figure 5A). 

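SOX2 (chromosome 3 from 181429712 to 181432223) was at 6.69 FPKM (95% interval 6.17 to 7.21) in the library labelled IGFBP5 OE and at 2.56 FPKM (2.23 to 2.90) in the library labelled empty vector control, a log2 fold change of 1.35. KLF4 (chromosome 9 from 110247133 to 110252164) was at 3.11 FPKM (2.74 to 3.48) in the library labelled IGFBP5 OE and at 2.19 FPKM (1.84 to 2.55) in the other library, a log2 fold change of 0.49. NGFR, the gene of CD271 (chromosome 17 from 47572655 to 47592382), was at 15.5 FPKM (14.3 to 16.8) in the library labelled IGFBP5 OE and at 1.15 FPKM (0.937 to 1.37) in the other library, a log2 fold change of 3.64. For each of these genes the intervals of the libraries did not overlap. In the library with the higher value of these genes, IGFBP5 was the lower, at 54.7 FPKM against 291 FPKM.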

Intriguingly, genes from the “Regulation of the EMT Pathway” and three other pathways related to stem cell pluripotency (“Human Embryonic Stem Cell Pluripotency”, ”Role of NANOG in Mammalian Embryonic Stem Cell Pluripotency”, and “Role of OCT4 in Mammalian Embryonic Stem Cell Pluripotency”), were categorized among those most altered with the Ingenuity Pathway Analysis (IPA) software (Figure 5B). 

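The pathway scores of IPA were not recomputed here. The transcription factors that give these pathways their names were near the lower limit of the data. NANOG was at 0.0128 FPKM in the library labelled IGFBP5 OE and at 0.039 FPKM in the library labelled empty vector control, and POU5F1, which encodes OCT4, was at 0.268 and 0.256 FPKM. The intervals of the libraries overlapped for both genes, so a difference was not detectable at this depth.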

Taken together, these results suggest that IGFBP5 inhibited both the EMT procession and stem cell properties of melanoma cells.

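Of the 13 genes in the EMT group of Figure 5A, 5 were higher and 8 were lower in the library labelled IGFBP5 OE, the library with the lower IGFBP5 value. The intervals of the libraries did not overlap for 4 of the higher and 6 of the lower genes. SNAI2 fell by 1.16 on the log2 scale, whereas SNAI1 changed by -0.04, a difference within its interval. From its assays of morphology, EMT markers and stem cell markers, together with the RNA-Seq changes and the pathways that IPA ranked, the paper proposes that IGFBP5 acts against EMT and against the stem cell properties of melanoma cells.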

**Figure 5:**
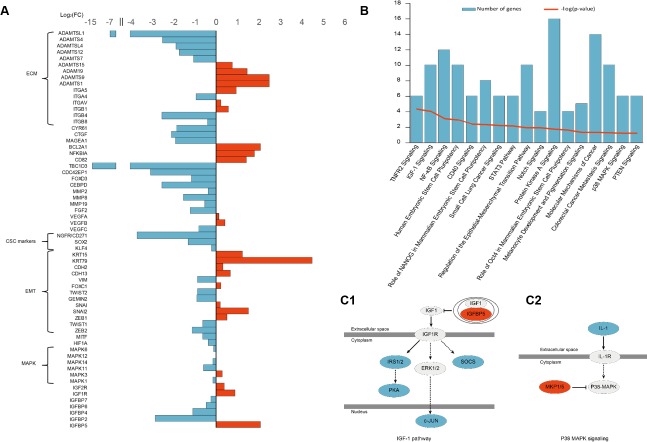
RNA-Seq Analysis of IGFBP5 overexpression in A375 cells **A.** Genes involved in tumor progression differentially expressed between IGFBP5 OE and empty vector control A375 cells. **B.** The most altered pathways identified with the Ingenuity Pathway Analysis (IPA) are listed, including IGF1 signaling and p38-MAPK signaling pathways. (C1 and C2) The IGF1 signaling and p38-MAPK signaling pathways were inhibited in IGFBP5 OE cells. Red color indicates up-regulation and blue color indicates down-regulation in IGFBP5 OE cells.

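Of the 63 genes with a bar in Figure 5A, 36 were higher and 26 were lower in the library labelled IGFBP5 OE, and MMP19 was listed at 0 in both libraries. The intervals did not overlap for 31 of the higher and 24 of the lower genes, ADAMTS4 among the latter with a value and interval of 0 in one library. A change of at least 2-fold was measured for 17 genes that were higher and 11 that were lower. The rows of MAPK11, MAPK12, KRT15, MMP2 and ADAMTSL4 are joined with different neighboring genes in the libraries, so the values of these genes include reads of other genes. Across the genome, 11927 loci naming the same genes in both libraries reached 1 FPKM in at least one of them. Of these, 1152 were at least 2-fold higher and 998 at least 2-fold lower in the library labelled IGFBP5 OE. With a minimum of 5 FPKM, the alternative that moved these numbers most, 617 loci were higher and 611 lower.

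**Figure D1:**
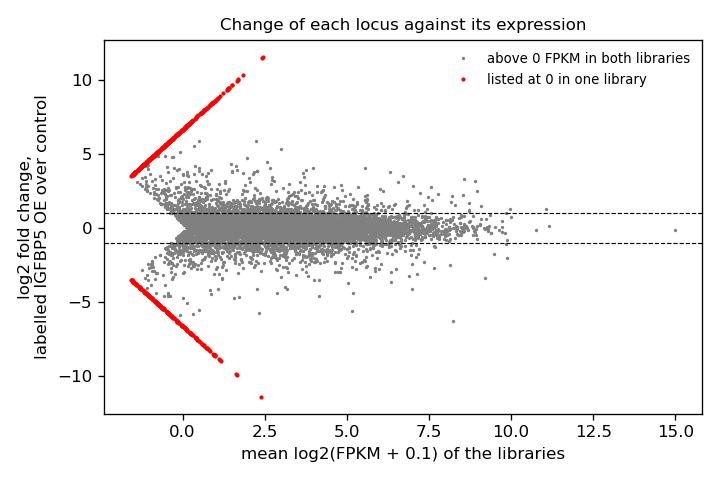
Log2 fold change (library labelled IGFBP5 OE over library labelled empty vector control) of each locus with at least 1 FPKM in one library, against its mean log2(FPKM + 0.1). Dashed lines mark 2-fold changes, and red points are loci listed at 0 in one library, which form the outer lines of the plot.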

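Of the 21 genes named as nodes of the IGF1 signaling panel, 14 were higher and 7 lower in the library labelled IGFBP5 OE, and the intervals of the libraries did not overlap for 11 and 5 of them, CISH among the 11 with a value and interval of 0 in one library. These counts do not consider whether a gene promotes or restrains the pathway. IGF1R was at 19.5 FPKM (95% interval 18.5 to 20.5) in the library labelled IGFBP5 OE and at 33.4 FPKM (31.9 to 34.9) in the library labelled empty vector control. IRS1 rose by 1.18 and JUN by 1.56 on the log2 scale, whereas IRS2 fell by 0.51. Of the 9 genes of the p38-MAPK signaling panel, 5 were higher and 4 lower, and the rows of MAPK11 and MAPK12 are joined with other genes. IL1A was at 1.31 FPKM in the library labelled IGFBP5 OE and at 7.67 FPKM in the other library, whereas IL1B was at 7.53 and 1.48 FPKM. MAPK14, which encodes p38 alpha, had a log2 fold change of 0.28, and the intervals of the libraries overlapped. These are transcript levels, and phosphorylation was not measured in these libraries. The activity scores of IPA were not recomputed here.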

### IGFBP5 affects melanoma growth and metastasis through inhibition of the extracellular signal-regulated kinase (ERK) and p38-MAPK signaling pathways

It is well established that human MM is driven by the activation of ERK-MAPK signaling, and most frequently through mutations in the BRAF or NRAS oncogenes. To test whether IGFBP5 suppressed melanoma growth and metastasis through inhibition of this signaling pathway, we examined the phosphorylation of ERK and p38-MAPK and found that their phosphorylation levels decreased in A375 IGFBP5 OE cells and increased in A2058 IGFBP5 KD cells (Figures 6, panels A and B, and Figures S4, panels A and B). Furthermore, we found IGFBP5 down-regulated the expression of the hypoxia-inducible factor 1 α (HIF1α) in A375 IGFBP5 OE cells, and the genes targeted by HIF1α, VEGFA and MMP9, were also dramatically reduced. Similarly, we also observed that HIF1α increased in IGFBP5 KD cells, and VEGFA and MMP9 were correspondingly elevated 18.3-fold and 7.5-fold, respectively. These results imply that IGFBP5 may mediate HIF1α expression to inhibit tumor growth and metastasis (Figures 6, panels C and D, and Figures S4, panels C and D).

**Figure 6:**
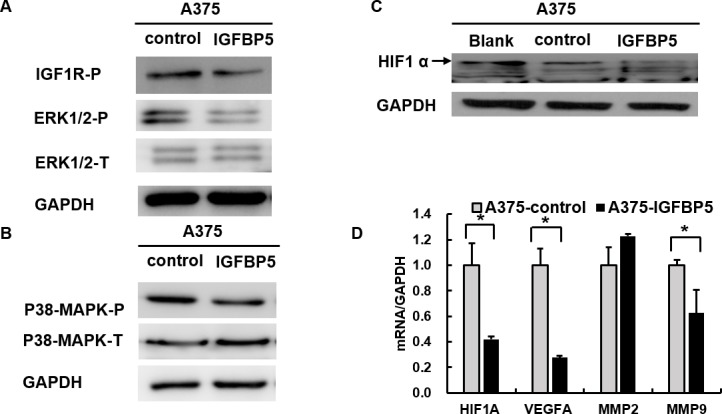
IGFBP5 inhibits HIF1α expression through the MAPK-ERK signaling pathway **A.** and **B.** Western blots using specific antibodies for the phosphorylation state of IGF1R, ERK1/2, and p38-MAPK from A375 IGFBP5 OE and control cells. Phosphorylation of IGF1R, ERK1/2, and p38-MAPK was decreased in A375 cells transfected with IGFBP5. GAPDH was used as a loading control. **C.** Overexpression of IGFBP5 inhibited HIF1α expression visualized by western blots of A375 cells. The arrow points to the band of HIF1α. **D.** Assessment of the reduced gene expression levels of *VEGFA* and *MMP9*, downstream genes regulated by HIF1α, in A375 IGFBP5 OE compared to control cells by qRT-PCR analysis. Data were shown for the mean ± SD form three independent experiments. *P* values based on two-side Student *t*-test comparing A375 IGFBP5 OE tumor cells and vector control cells. *, *P* < 0.05.

To determine the molecular mechanisms of IGFBP5 functions in MM, we performed RNA-Seq analysis of A375 IGFBP5 OE cells using the Ion Proton™ system. We analyzed the differences in gene expression and gene function with IPA software, and the results confirmed our experimental findings (Figure 5, panels A and B). The IGF1 and p38-MAPK signaling pathways were inhibited (Figure 5C), and the expression level of the EMT-related TFs, TWIST1 and ZEB2, is inversely related to IGFBP5 level. 

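TWIST1 (chromosome 7 from 19153478 to 19157578) was at 8.69 FPKM (95% interval 7.59 to 9.78) in the library labelled IGFBP5 OE and at 5.12 FPKM (4.32 to 5.92) in the library labelled empty vector control, a log2 fold change of 0.75. ZEB2, whose row also holds its antisense gene (chromosome 2 from 145141942 to 145278466), was at 9.13 FPKM (8.44 to 9.83) and 4.01 FPKM (3.68 to 4.35), a log2 fold change of 1.17. IGFBP5 was at 54.7 FPKM in the first library and at 291 FPKM in the second. TWIST1 and ZEB2 were thus higher in the library with the lower IGFBP5 value, with 1 library per condition. The related ZEB1 had a log2 fold change of -0.43.

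**Figure D2:**
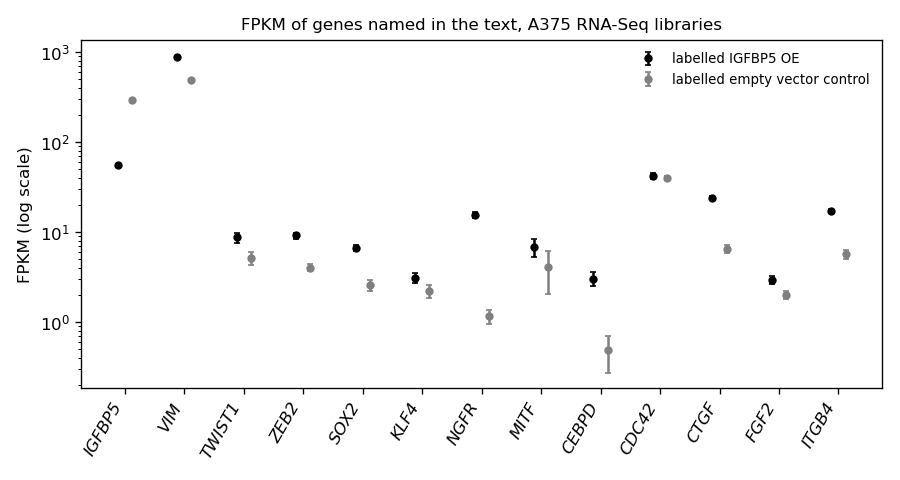
FPKM on a log axis of 13 genes named in the text, in the library labelled IGFBP5 OE (black) and the library labelled empty vector control (grey). Points are Cufflinks values and bars their 95% intervals. IGFBP5 is lower in the library labelled IGFBP5 OE, and the other genes are higher there, except that the intervals of MITF and CDC42 overlap. The 13 genes are a selection. Others named in the text are also lower there and are not plotted, such as MMP9, VEGFA, IGFBP6, ZEB1 and SNAI2.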

Specifically, the mRNA level of IGFBP5 was low, whereas that of TWIST1 and ZEB2 were high. Moreover, the expression of the TBC1D3 oncogene, melanocyte-specific transcription factor/microphthalmia associated transcription factor (MITF), HIF1α regulated gene CEBPD, the Rho GTPase member CDC42, growth factors CTGF and FGF2, and β4 integrin gene ITGB4 all decreased dramatically. These genes regulate multiple cellular activities, including cytoskeleton reorganization, Rho GTPase effector functions, cell-matrix or cell-cell adhesion, and transduction signals that regulate gene expression, cell growth, cell invasion, and metastasis (Figure 5A and Table S1).

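CEBPD (chromosome 8 from 48649476 to 48650726) was at 3.03 FPKM (95% interval 2.52 to 3.55) in the library labelled IGFBP5 OE and at 0.486 FPKM (0.274 to 0.697) in the library labelled empty vector control, a log2 fold change of 2.42. CTGF (chromosome 6 from 132269090 to 132272518) had a log2 fold change of 1.86, ITGB4 (chromosome 17 from 73717423 to 73754524) of 1.59 and FGF2 (chromosome 4 from 123747863 to 123819390) of 0.52, and for each the intervals of the libraries did not overlap. MITF was at 6.84 FPKM (5.30 to 8.39) and 4.04 FPKM (2.02 to 6.06), and the intervals overlapped. CDC42 was at 41.8 FPKM (38.9 to 44.7) and 39.7 FPKM (37.5 to 41.9), and the intervals overlapped. CDC42EP1, which Figure 5A plots, was at 4.75 and 0.532 FPKM, a log2 fold change of 2.94. TBC1D3 belongs to a family of near-identical copies on chromosome 17, and reads can be split between them. The row from 36336818 to 36413302 was at 12.9 FPKM in the library labelled IGFBP5 OE and at 11.2 FPKM in the other library, and the row that starts at 36283867 was at 3.63 and 13.1 FPKM. The log2 fold change of TBC1D3 was 0.21 for the first of these rows, which has the higher mean of the libraries, -1.82 for the other row and -0.55 for the sum of the rows.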

## DISCUSSION

Although IGFBP5 has been associated with various types of cancers, acting in oncogenic or tumor-suppressive roles, such as breast cancer [4, 6, 14-16], osteosarcoma [5, 17, 18], head and neck squamous cell carcinoma [19], neuroblastoma [20], or prostate cancer [21], little is known about the role of IGFBP5 in human MM. In this study, we identify IGFBP5 as a novel inhibiting factor of tumor growth and metastasis in melanoma.

By modulating the tissue distribution of IGFs and their access to cell receptors, IGFBPs limit the bioavailability of IGFs, which are implicated in tumorigenesis [22]. The mechanism of IGFBP5 as a regulator of the oncogenic receptor ligands IGF-I and -II is well understood [23, 24], but there are relatively few studies demonstrating the involvement of IGFBP5 in the signaling pathways that regulate tumor growth and metastasis. Previous studies report that IGFBP5 influences pancreatic cancer cell growth and survival via the MAPK or PI3K pathway, and enhances prostate cancer growth through activation of the PI3K pathway [25, 26]. It is widely accepted that MM is driven by the activation of MEK-ERK signaling pathway, typically through mutations in the BRAF or NRAS oncogenes, as well as upstream membrane receptors (e.g. EGFR and IGF1R) [27-32]. p38-MAPKs also play a vital role in the progression of melanoma [33, 34]. Therefore, we propose that IGFBP5 suppresses tumor growth and metastasis, including EMT, through the MEK-ERK and p38-MAPK signaling pathways. We found that the phosphorylation of ERK1/2, p38-MAPK, and IGF1R was attenuated in IGFBP5 OE cells, indicating that IGFBP5 inhibited cell proliferation and metastasis through the IGF1R-dependent pathway. Conversely, the phosphorylation of these kinases was enhanced in IGFBP5 KD cells. Furthermore, RNA-Seq pathway analysis revealed that the IGF1 and p38-MAPK signaling were inhibited in IGFBP5 OE cells.

The expression of HIF1α, the master regulator of tumorigenesis, tumor metastasis, and development, increased with the activation of ERK1/2-MAPK pathway in human melanoma [35-38]. We observed that the expression of HIF1α was inhibited in melanoma cells overexpressing IGFBP5, which is consistent with the inhibition of ERK1/2 and MAPK activities. Accordingly, the expression of the genes targeted by HIF1α, VEGF and MMPs, were downregulated in IGFBP5 OE cells. 

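Of the VEGF genes, VEGFA was at 8.63 FPKM (95% interval 8.05 to 9.21) in the library labelled IGFBP5 OE and at 10.4 FPKM (9.77 to 11.1) in the library labelled empty vector control, a log2 fold change of -0.27. VEGFB and VEGFC had log2 fold changes of 1.60 and 0.87. MMP9 was at 0.054 FPKM in the library labelled IGFBP5 OE and at 3.64 FPKM in the other library, whereas MMP8 was at 3.46 and 1.03 FPKM. MMP2 was at 153 and 100.2 FPKM, and its row was joined with LPCAT2 in the first library alone. FGF2 and CEBPD rose by 0.52 and 2.42 on the log2 scale. The library labelled IGFBP5 OE had the lower IGFBP5 value.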

Hypoxia levels were reduced in tumor cells, resulting in decreased levels of metastasis-promoting genes (MMPs, VEGFs, FGF2, and CEBPD) thus impairing metastasis [39]. In addition, HIF1α can induce the expression of IGFBPs family members, including IGFBP2 [40], IGFBP3 [41], and IGFBP6 [42], whereas HIF1α expression is regulated by IGF1 signaling trigged by IGFBP1 and IGFBP2 [40-43]. 

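HIF1A (chromosome 14 from 62162119 to 62214977) was at 49.7 FPKM (95% interval 47.9 to 51.5) in the library labelled IGFBP5 OE, in which IGFBP5 was at 54.7 FPKM, and at 38.1 FPKM (36.7 to 39.5) in the library labelled empty vector control, in which IGFBP5 was at 291 FPKM. IGFBP2 was at 35.7 FPKM (33.5 to 37.9) and 4.70 FPKM (4.05 to 5.35), a log2 fold change of 2.90. IGFBP4 and IGFBP7 had log2 fold changes of 1.2 and 0.34, and IGFBP6 of -0.39. IGFBP3 was at 8.85 FPKM and 121 FPKM, a log2 fold change of -3.76, the largest change of the family and opposite to those of HIF1A and IGFBP2. The intervals of the libraries did not overlap for HIF1A or for these IGFBP genes.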

In our study, we first found that up-regulation of IGFBP5 decreased HIF1α expression and the other IGFBPs family members, IGFBP2, IGFBP4, IGFBP6, and IGFBP7 to some extent in melanoma cells. However, the relationship between HIF1α and IGFBP5 in human melanoma cells remains to be verified.

Our data point to a negative correlation between IGFBP5 expression and EMT phenotypes. EMT is characterized by the loss of cell polarity, down-regulation of epithelial proteins most prominently ECAD, and up-regulation of the mesenchymal protein, VIM, which has more recently been implicated in promoting carcinoma invasion and metastasis [44, 45]. Moreover, an increasing number of studies show that the progression of EMT can generate tumor cells with properties of CSCs [46-50]. Vijayan et al. revealed that IGFBP5 enhances epithelial cell adhesion and protects epithelial cells from TGFβ1-induced mesenchymal invasion in NMuMG cells [51]. In our study, we found that overexpression of IGFBP5 inhibits EMT and decreases the key stem cell markers NANOG, SOX2, OCT4, KLF4, whereas the knockdown of IGFBP5 leads to a repression of the epithelial phenotype, inducing a mesenchymal-like phenotype, and increasing migratory and invasive behaviors and CSC-like properties. Additionally, we purport that the IGFBP5 might suppress expression of ZEB2 and TWIST1 at the transcriptional level from the results of our RNA-Seq analysis. ZEB2 is a member of the zinc finger homeodomain enhancer-binding protein (ZEB) family, and it is both necessary and sufficient to repress ECAD transcription and trigger the EMT process in melanoma [52, 53]. For this reason, we believe that IGFBP5 suppresses EMT, at least partially, by inhibiting TWIST1 and ZEB2. We found that the CSC markers SOX2, KLF4, and CD271 (also known as NGFR) decrease dramatically in IGFBP5 OE cells in our RNA-Seq data, and stem cell pluripotency-related pathways were inhibited in our IPA analysis.

Analysis of our RNA-Seq data permitted an investigation of the causes and molecular mechanisms of IGFBP5 functions in IGFBP5 OE cells. Foremost, we found that many top down-regulated genes were related to cell-cell adhesion, cell-ECM adhesion, ECM proteins, and growth factors and receptors, which all promoted tumor growth and progression. 

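Among loci of at least 5 FPKM in one library, the 5 with the largest falls in the library labelled IGFBP5 OE were MIR1244-1, S100A13, MIRLET7I, TSC22D1 and MIRLET7F1, and each was listed at 0 there. Genes listed at 0 can be failed estimates, and 3 of these 5 loci are microRNA genes shorter than 300 bp. Among loci above 0 in both libraries, a criterion chosen after seeing the data, the largest falls were the locus of C19orf48 and its small nucleolar RNA genes, IL36G, GBP1P1, IL37 and ZDHHC3. IL36G and IL37 were assembled with different locus bounds in the libraries, so their changes cannot be told apart from an effect of the bounds. The interval of IL36G in the library labelled empty vector control runs from 0.446 to 13.7 FPKM. In the library labelled IGFBP5 OE, an overlapping row without a gene name was at 16.0 FPKM at GBP1P1 and at 36.8 FPKM at ZDHHC3. Part of the reads of these genes may lie on those rows. Of the 15 genes in the ECM group of Figure 5A, 7 were higher and 8 lower in the library labelled IGFBP5 OE. The row of ADAMTSL4 is joined with a neighboring gene in one library. The intervals of the libraries did not overlap for any of the 15. ADAMTS4 is listed at 0 in the library labelled IGFBP5 OE with an interval from 0 to 0, so its interval is no test. ADAM19 and ITGA5 fell by 1.51 and 0.96 on the log2 scale, whereas ADAMTS12 and ITGB4 rose by 1.77 and 1.59.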

Next, we found that overexpression of IGFBP5 not only resulted in a widespread oscillatory-like pattern of changes in gene expression, but also disrupted both canonical and non-canonical signaling pathways, including the IGF-1 signaling, NF-κB signaling, Notch signaling, p38-MAPK signaling, EMT, stem cell pluripotency, and PTEN signaling pathways. This suggests that IGFBP5 may act as a tumor suppressor disturbing a wide array of signaling pathways. 

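A change of at least 2-fold was measured at 1152 loci that were higher and 998 that were lower in the library labelled IGFBP5 OE, of 11927 loci. Among the loci listed at 0 in one library and at 5 FPKM or more in the other, 230 in number, were 5 genes of the ribosome (RPS27) or of respiratory complex I or its assembly (NDUFA2, NDUFC1, NDUFAF2 and NDUFAF3). When loci at 0 in either library were left out and no pseudocount was used, 897 were higher and 844 lower. For NF-κB signaling, 20 target genes had a median log2 fold change of -1.05, below the medians of all 10000 random lists of the same size and expression. The values of some of these genes had been seen when the median was computed. NFKBIA was at 11.8 FPKM in the library labelled IGFBP5 OE and at 44.1 FPKM in the other library, and RELB was at 7.00 and 30.4 FPKM. These changes are of the library with the lower IGFBP5 value relative to the other.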

In the future, we plan to utilize proteomics techniques to further explore the changes of protein expression profiles and hope to find new factors that contribute to the inhibition of melanoma progression induced by the overexpression of IGFBP5.

In summary, we have identified IGFBP5 as a novel suppressor of the pathogenesis and metastasis of malignant melanoma by expression-manipulating experiments (Figure 7). We have demonstrated that IGFBP5 suppresses melanoma cell growth and metastasis through inhibition of the ERK1/2 and P38-MAPK pathways. Because IGFBP5 appears to exert a specific inhibitory effect on melanoma growth and metastasis, it may qualify as a useful therapeutic target against melanoma and, perhaps, other cancers.

**Figure 7:**
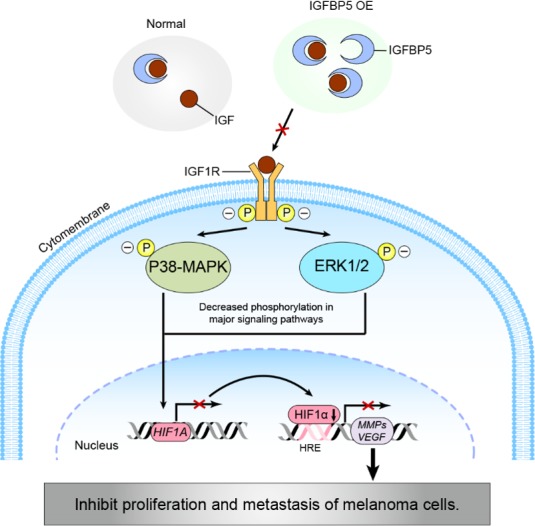
A schematic diagram modeling a potential pathway for the IGFBP5-IGF1R-MAPK-HIF1α signaling inhibition of melanoma tumor cell growth and metastasis IGFBP5 represses the proliferative and metastatic capabilities of cancer cells by (1) inhibiting ERK1/2 and p38-MAPK activities through an IGF1R-dependent signaling pathway and (2) down-regulating the expression of HIF1α through the transcriptional inhibition of HIF1A gene expression, resulting in a decrease in VEGF and MMPs expression.

## MATERIALS AND METHODS

### Cell culture and tissue samples

Normal human melanocytes, neonatal, lightly pigmented donor (HEMn-LP), and the malignant human melanoma cells, A375 and A2058, were purchased from ATCC (Manassas, VA, USA). The human melanoma cell line, UACC903, was a gift from Dr. Yongliang Zhao (Beijing Institute of Genomics, CAS). All melanoma cell lines were maintained in Dulbecco's modified Eagle's medium (DMEM, Gibco, Grand Island, NY, USA) supplemented with 10% (v/v) fetal bovine serum (FBS, AusGeneX, Molendinar, Qld, Australia) and penicillin (100 U/mL)-streptomycin (0.1 mg/mL) (Invitrogen, Carlsbad, CA, USA). All cells were cultured in a 37°C humidified, 5% CO_2_ atmosphere incubator (Thermo Fisher Scientific, Waltham, MA, USA).

The acquisition of tissue samples was approved by the Chinese PLA General Hospital. We used primary melanoma samples, metastatic melanoma samples, and normal pigmented nevus samples to test the endogenous expression of IGFBP5. Informed consent was given by all patients examined. All human samples were collected in accordance with the “Declaration of Helsinki” (as revised in Edinburgh 2000).

### RNA isolation and quantitative real-time PCR

Total RNA was extracted from cells and tissues using TRIzol^®^ Reagent (Life Technologies, Carlsbad, CA, USA) according to the manufacturer's instructions, and equal mass amounts (1 μg) of RNA was reverse transcribed and the cDNA was used in duplicate real-time PCRs using Maxima SYBR green/ROX qPCR master mix (Fermentas, Amherst NY, USA). Relative gene expression levels were calculated using CFX Manager Software. GAPDH was used as an internal control. The primer sequences for all qRT-PCR experiments were provided in Table S2.

### Cloning and plasmid construction

Human IGFBP5 cDNA, which codes for the 272 amino acids of the IGFBP5 protein, was amplified by PCR from normal human blood with Pfu DNA Polymerase (M7741, Promega, Madison, WI, USA) and cloned into pcDNA3.1-Neo-EGFP plasmid (Invitrogen, Carlsbad, CA, USA). The cloning primers for IGFBP5 were: 5′-CCCCTCGAGATGGTGTTGCTCACCGCGGT-3′ (forward) and 5′- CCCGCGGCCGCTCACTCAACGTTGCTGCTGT-3′ (reverse).

A375 cells were stably transduced with the IGFBP5 expression vector (pcDNA3-Neo-EGFP-IGRBP5), using Lipofectamine^®^ 2000 according to the manufacturer's protocol. The short-hairpin RNA (shRNA) targeting IGFBP5 was cloned into a pRNATU6.1-Neo-cGFP plasmid (GenScript, Piscataway, NJ, USA)), and the resulting vector, pRNATU6.1-Neo-cGFP-shIGFBP5, was transduced into A2058 melanoma cells with Lipofectamine^®^ 2000. The shRNA sequences targeting IGFBP5 are provided in Table S3. Control and scramble G418-resistant clones of A375 and A2058 cells were generated by transfection with empty pcDNA3.1-Neo-EGFP and pRNATU6.1 vectors, respectively. The transfected cells were selected for 2 weeks with G418, and individual colonies were isolated and grown. All constructs were verified by restriction enzyme digestion and standard DNA sequencing.

### Fluorescence activated cell sorting (FACS)

Subconfluent cells were transfected with either pcDNA3.1-Neo-EGFP or pcDNA3.1-Neo-EGFP-IGFBP5 for A375 cells and either pRNATU6.1-Neo-cGFP-scramble or pRNATU6.1-Neo-cGFP-shIGFBP5 for A2058 cells. Cells were harvested and sorted according to GFP fluorescence with a flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA). Additionally, the stem cell surface marker CD133 was used for cell sorting with the anti-CD133-APC antibody (130-098-829, Miltenyi Biotec, Bergisch Gladbach, Germany).

### Western blots

Western blots were performed as previously described [54]. The following antibodies were used: IGFBP5 (ab4255, Abcam, Cambridge, UK), vimentin (ab8069, Abcam), GAPDH (ab75834, Abcam), HIF1α (NB100-134, Novus, St. Louis, MO, USA), IGF1R-P(Try1135/1136)(3024, Cell Signaling Technology (CST), Danvers, MA, USA), ERK1/2-P (Thr202/Tyr204) (4376, CST), ERK1/2 (4695, CST), E-cadherin (3195, CST), p38-MAPK-P (Thr180/Tyr182) (9215, CST), p38-MAPK (9212, CST), sheep anti-mouse IgG (ZB-2305, ZSGB-Bio, Beijing, China), and sheep anti-rabbit IgG (ZB-2301, ZSGB-Bio). Enhanced chemiluminescence substrate kit (RPN2232, GE Healthcare, Piscataway, NJ, USA) was used for the chemiluminescent detection of signals with BioMax film (Kodak, Rochester, NY, USA).

### Immunofluorescence

Immunofluorescence was performed as previously described [55]. Briefly, cells were incubated for 1 h at room temperature with the primary antibodies IGFBP5, E-cadherin, and vimentin. Next, the cells were washed three times with PBS followed by incubation with Alexa Fluor^®^ 594 goat anti-rabbit IgG (A-11037, Life Technologies) for 1 h. After washing with PBS, the cells were examined using a Living Cell Imaging System (UltraVIEW VoX, Perkin-Elmer, Waltham, MA, USA). Cell nuclei were visualized using 2 μM 4, 6-diamidino-2-phenylindole (DAPI) (Sigma-Aldrich, St. Louis, MO, USA).

### Immunohistochemistry and H&E staining

Immunohistochemical staining was used to assess protein expression levels in the tissues. Formalin-fixed paraffin-embedded tissue sections collected from PLA General Hospital were de-paraffinized in xylene, rehydrated through graded ethanol, and boiled for 10 min in citrate buffer (10 mM, pH 6.0) for antigen retrieval. Endogenous peroxidase activity was suppressed by exposure to 3% hydrogen peroxide for 10 min. The slides were then blocked with 5% BSA, incubated with diluted IGFBP5 polyclonal primary antibody for 1 h at 37°C and finally incubated with goat-anti-rabbit IgG (PV-9000, ZSGB-Bio, Beijing, China) for 20 min. The tissue was visualized with 3, 3′-diaminobenzidine (DAB) stain and counter-stained with H&E for microscopic examination. Immunohistochemical staining and scoring of the staining intensity was performed as previously described and blinded to any clinical data [18]. Briefly, staining score was rated as 0 (no staining), 1 + (weak), 2 + (moderate) or 3 + (strong).

### Transwell migration and invasion assays

A375 cells transfected with pcDNA3-Neo-EGFP-IGRBP5 or empty pcDNA3-Neo-EGFP vector were plated at 1 × 10^5^ per well into the upper transwell chambers and 20% FBS-containing medium was placed into the bottom chamber. After incubation at 37°C in 5% CO_2_ for 12 h, the cells remaining at the upper surface of the membrane were removed with a cotton swab. The cells that migrated through the 8-mm sized pores and adhered to the lower surface of the membrane were fixed with 4% paraformaldehyde, stained with H&E, and photographed. Transwell invasion assays were conducted as indicated for the migration assay, with the exception that the upper chamber was coated with Matrigel (dilutions range from 1:5 - 1:8, BD Biosciences) in the invasion assay.

### Colony formation assays and cell counting kit-8 (CCK-8) assays

Cells were harvested seeded at 500 cells/well in 6-well plates and incubated at 37°C in a 5% CO_2_, humidified incubator for 12 days. The medium was changed in 3-day intervals. At the end of the incubation period, the cultures were fixed with 4% paraformaldehyde and stained with crystal violet. Cell viability was measured for A375 and A2058 cells, both control and those with stable IGFBP5 expression, using the Cell Counting Kit-8 from Dojindo (CK04, Kumamoto, Japan) according to the manufacturer's instructions. After treatment with CCK-8, the absorbance was measured at 490 nm with a microplate reader. The absorbance values from the vector control cells were used as references.

### Xenograft models

For tumorigenicity detection, 12 female SCID/beige mice (4-week old, Beijing Laboratory Animal Center, Beijing, China), were randomly divided into two groups (6 mice/group). Both groups received subcutaneous injections of either pcDNA3.1-Neo-EGFP vector control or A375 IGFBP5 OE cells (1 × 10^7^ cells in 200 μL PBS) and shRNA vector or shIGFBP5 A2058 cells (5 × 10^6^ cells in 200 μL PBS), respectively. Tumor growth was evaluated by measuring the length and width of the tumor mass with calipers every 3 days. After approximately 30 days, the mice were sacrificed, and tumor weights were evaluated with an analytical balance. All of the animal experiments were approved by the Institutional Review Board of the Beijing Institute of Genomics, CAS, in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals.

### Tumor metastasis assays (*in vivo*)

The empty vector control or A375 IGFBP5 OE A375 cells and shRNA vector or shIGFBP5 A2058 cells were injected into the caudal veins of mice (5 × 10^6^ cells in 200 μL PBS, 6 mice/group). SCID mice were inspected every 3 days, killed after 6-7 weeks, and their lungs were dissected, fixed with 10% buffered formalin, and prepared for histological analysis. All experimental procedures involving animals were in accordance with the Guide for the Care and Use of Laboratory Animals (NIH publication no. 80–23, revised 1996).

### Transcriptome-sequencing and bioinformatics analysis

Whole-transcriptome sequencing was conducted using Ion Proton™ sequencing system (Life Technologies). All cDNA libraries were constructed using the Ion Total RNA-Seq Kit v2 (4479789, Life Technologies) protocol; sequencing templates were prepared using the Ion One Touch™ 2 system and the sequencing procedure was conducted according to the Ion PI™ chip manufacturer's instructions. We used Cutadapt (v1.4.2) to ensure clean data and remove any reads shorter than 35 bp or with quality scores of less than 17. Raw reads were mapped to the reference human genome using TopHat (v2.0.13) and Bowtie 2 (v2.2.4), reaching an average mapping rate of 96%. Total mapped reads were normalized using Cufflinks (v2.2.0) and SAMtools (v1.1), followed by calculation of differentially expressed reads with Cuffdiff set with the filters: *P*-value ≤ 0.05 and fold change ≥ 2. The resulting UniGenes were further annotated using the Gene Ontology (GO) database and Ingenuity Pathway Analysis (IPA, http://www.ingenuity.com/). The normalized RNA expression data for IGFBP5 overexpression in A375 cells were deposited in the Gene Expression Omnibus (GEO) database (accession number, GSE64693).

### Statistical analysis

The two-tailed Student's t-test was used to analyze the experimental data, including qRT-PCR assay, cell proliferation, transwell assay, FACS assay and xenograft model analysis. The two sample Wilcoxon Rank-Sum test (Mann–Whitney) was used to compare the immunohistochemical scores for all pigment nevus samples and melanoma samples. Data were presented as the mean ± standard deviation (SD). *p* < 0.05 was considered statistically significant.

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Insulin-like growth factor binding protein 5 (IGFBP5) functions as a tumor suppressor in human melanoma cells
**Source:** Oncotarget. 2015 May 12;6(24):20636–49. doi: 10.18632/oncotarget.4114
**Supplement:** Supplementary file 1

# Insulin-like growth factor binding protein 5 (IGFBP5) functions as a tumor suppressor in human melanoma cells

## Supplementary Material

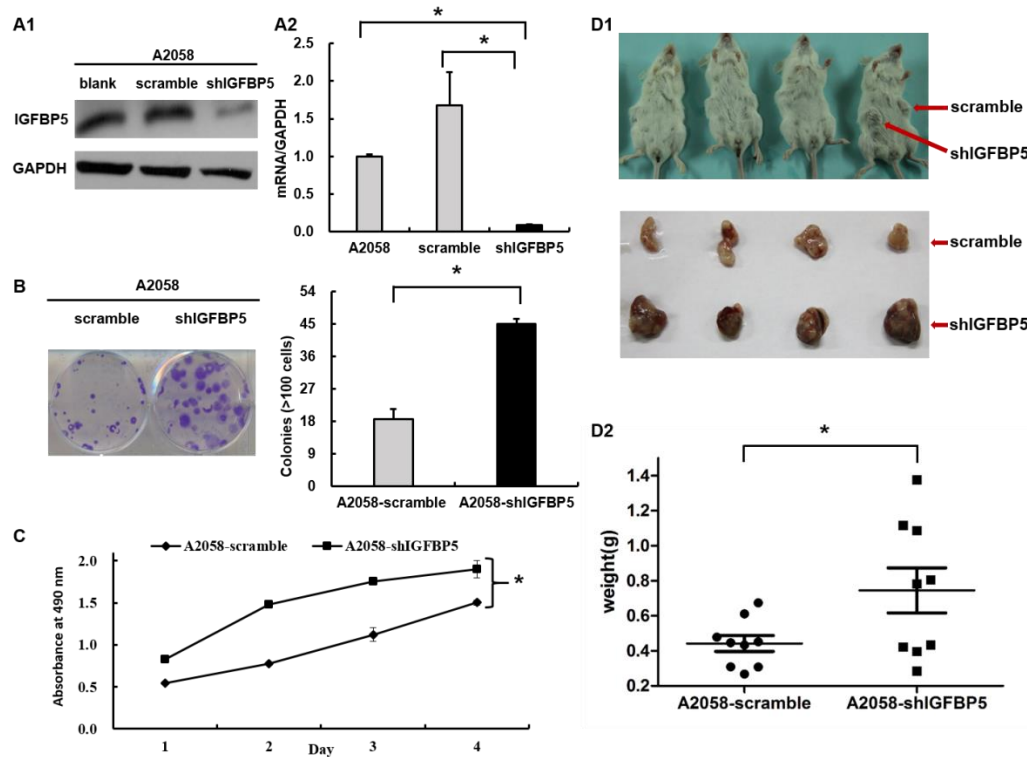

**Supplementary Figure S1: Knockdown of IGFBP5 in A2058 cells promotes cell proliferation both *in vitro* and *in vivo*.**

(A1 and A2) A2058 cells were transfected with IGFBP5-silencing shRNA sequences and non-functional scramble control. Western blots and qRT-PCR analysis detecting IGFBP5 expression in cells transfected with control vectors and shRNA sequences were shown. Colony formation assay (B), CCK-8 assay (C) were used to explore the effects of stable IGFBP5 knockdown on melanoma cell proliferation *in vitro*. (D1 and D2) Xenograft assay was conducted to explore the effects of IGFBP5 knockdown on A2058 cell proliferation *in vivo*. Down-regulation of IGFBP5 increased the tumor growth of melanoma A2058 cells significantly. Data were shown as mean  $\pm$  SD from three independent experiments. *P*-values based on two-side Student *t*-test comparing control and IGFBP5 knockdown. \*, *P* < 0.05.

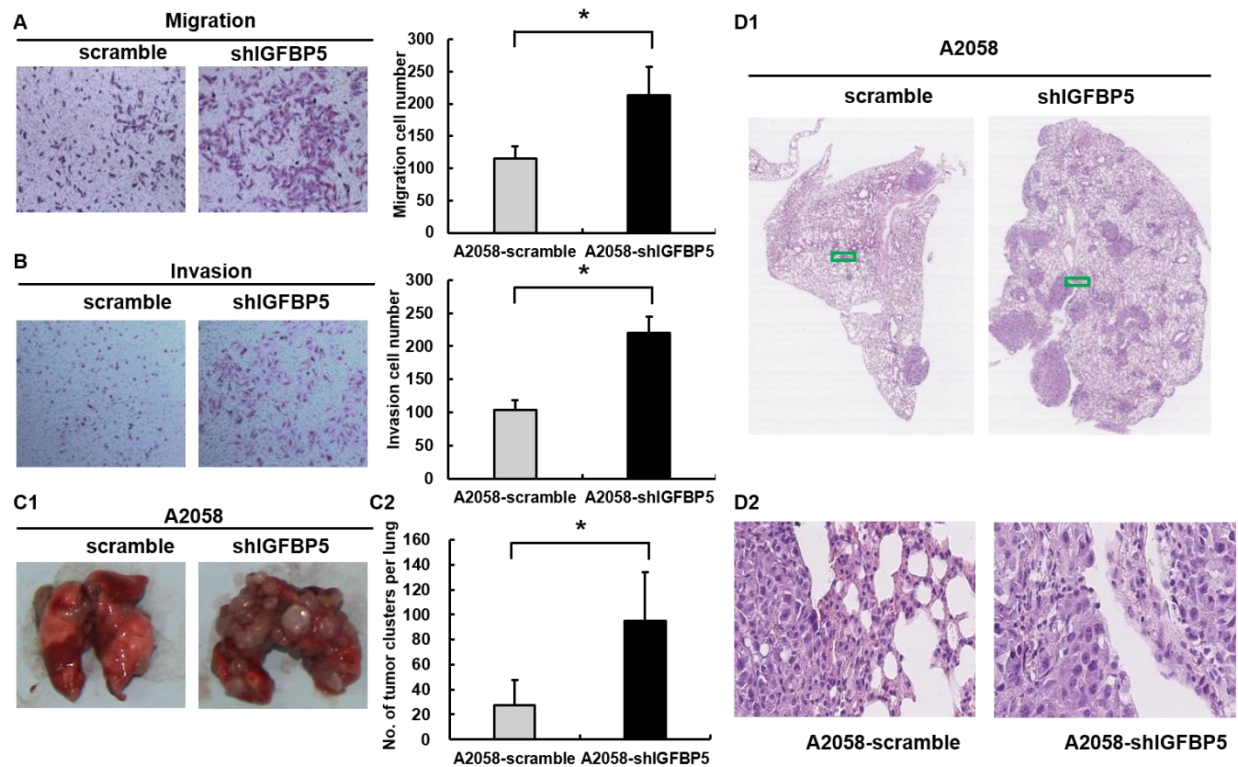

**Supplementary Figure S2: Down-regulation of IGFBP5 enhances cell migration and invasion *in vitro* and promoted pulmonary metastasis *in vivo* in A2058 cells.**

(A and B) Transwell cell migration assay and Matrigel cell invasion assay were conducted by using stable IGFBP5 knockdown cells and control cells. Representative images of cells stained with H&E (left) and the mean of migrated or invaded cells (right) were shown. Data were shown as mean  $\pm$  SD from three independent experiments. \*,  $P < 0.05$ . (C1) Representative images of the lungs harvested from the melanoma cell-injected mice were shown. (C2) The mean number of metastatic lung clusters from mice control and A2058 IGFBP5 KD tumors were plotted, as analyzed by H&E staining. Data were shown as mean  $\pm$  SD from repeated experiments. \*,  $P < 0.05$ . (D) Representative H&E staining of lung tumor sections and adjacent tissues from IGFBP5 knockdown mice and control mice. The images in D2 were the magnifications of the two green boxes in D1.

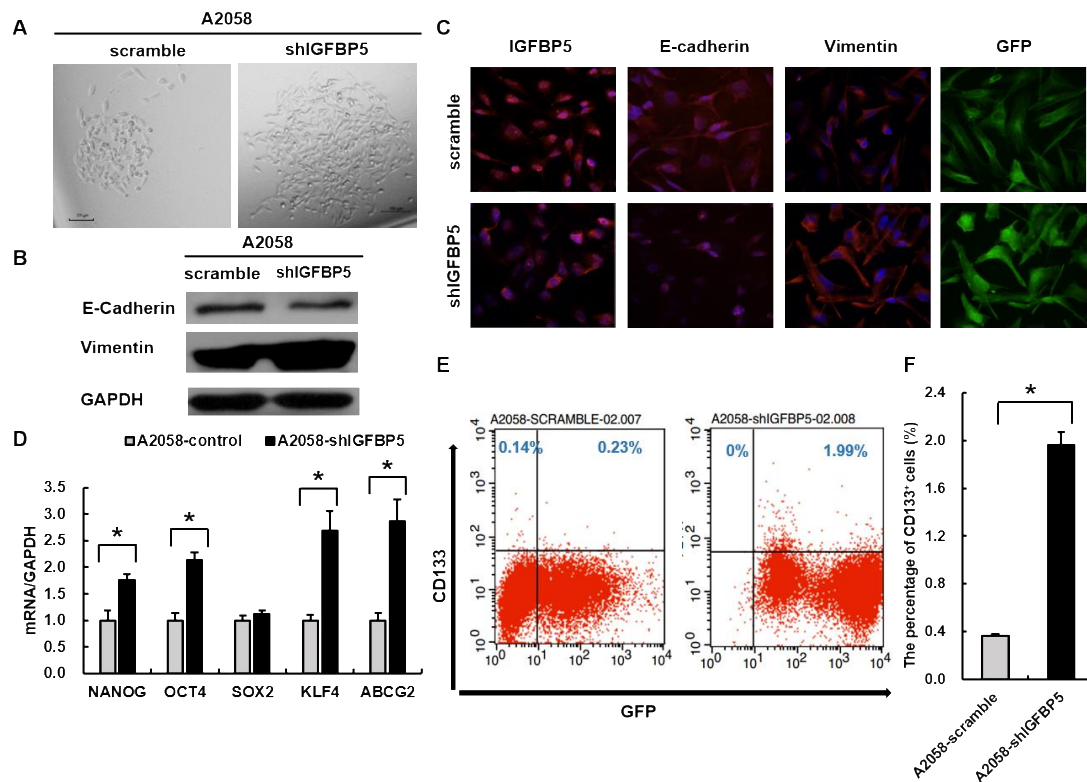

**Supplementary Figure S3: Knockdown of IGFBP5 promotes EMT and stem cell features of tumor cells.**

(A) The characteristic morphologies of A2058 control and IGFBP5 knockdown cell clones were shown. Down-regulation of IGFBP5 in A2058 cells resulted in an elongated fibroblast-like morphology. Magnification,  $\times 200$ . (B, C) Expression of EMT markers analyzed by western blots and immunofluorescence in A2058 control cells and IGFBP5 knockdown cells. Nuclei were shown with DAPI staining. Magnification,  $\times 400$ . (D) Up-regulation of the representative stem cell markers *NANOG*, *OCT4*, *KLF4*, and *ABCG2* in A2058 IGFBP5 knockdown cells via qRT-PCR analysis. Data were shown for the mean  $\pm$  SD from three independent experiments. *P* values based on two-side Student *t*-test comparing A2058 IGFBP5 knockdown cells and control cells. \*, *P* < 0.05. (E) FACS analysis of the stem cell marker CD133 in A2058 IGFBP5 knockdown cells and control cells. (F) Graph demonstrates the mean  $\pm$  SD for the percent of CD133<sup>+</sup> cells in A2058 IGFBP5 KD cells from three independent experiments. \*, *P* < 0.05.

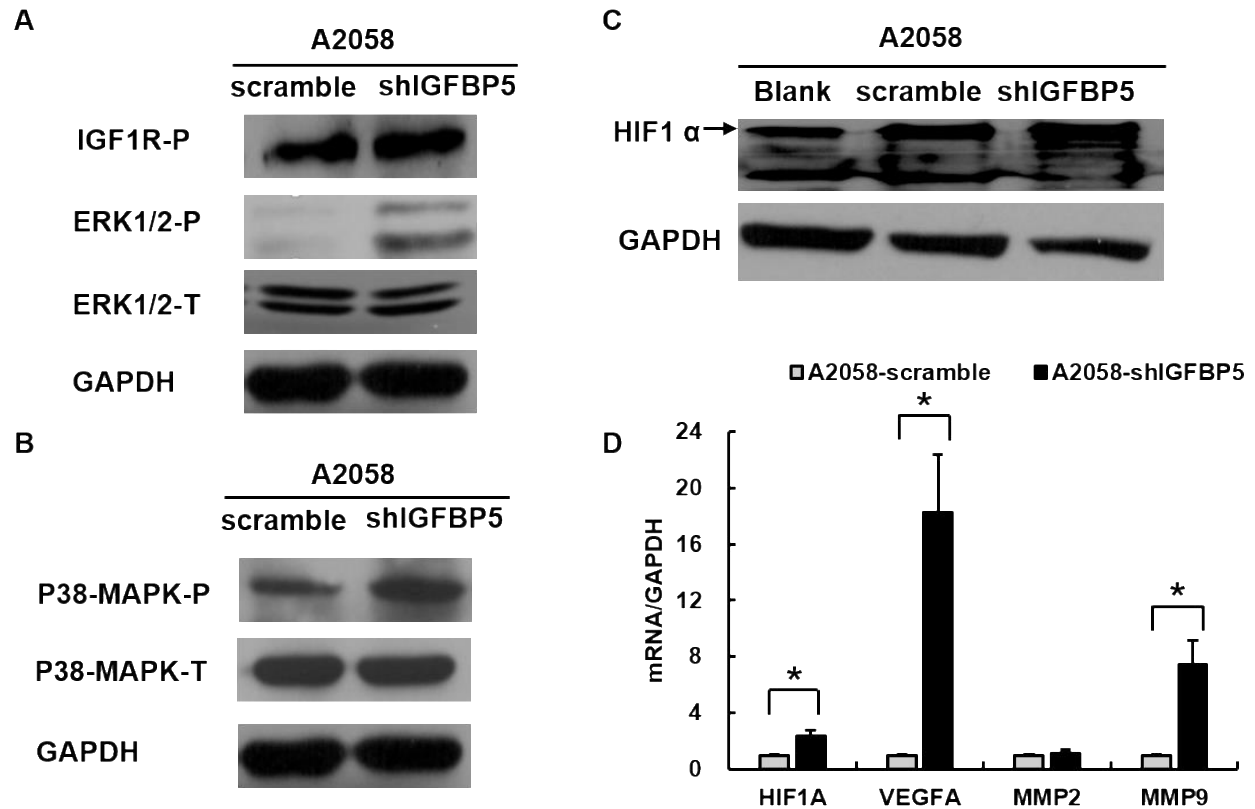

**Supplementary Figure S4: Down-regulation of IGFBP5 promotes HIF1 $\alpha$  expression via p38-MAPK and ERK signaling pathways.**

(A and B) Western blots assay for the phosphorylation state of IGF1R, ERK1/2, and p38-MAPK in A2058 IGFBP5 knockdown cells. Phosphorylation of IGF1R, ERK1/2 and p38-MAPK was increased in A2058 IGFBP5 knockdown cells. (C) Knockdown of IGFBP5 increased expression of HIF1 $\alpha$  visualized by western blots. The arrow points to the band of HIF1 $\alpha$ . (D) qRT-PCR analysis of target genes of HIF1 $\alpha$ , *VEGFA* and *MMP9*, in A2058 IGFBP5 knockdown cells. Data were shown as mean  $\pm$  SD from three independent experiments. \*,  $P < 0.05$

**Supplemental Table S1: The list of top 5 biological functions relevant to IGFBP5 overexpression in A375 cells by IPA analysis**

| <b>Molecular and Cellular Functions</b> | <b><i>P</i>-value</b> | <b>No. of Molecules</b> |
|-----------------------------------------|-----------------------|-------------------------|
| Cellular Movement                       | 2.11E-32 - 3.44E-06   | 177                     |
| Cellular Growth and Proliferation       | 4.11E-20 - 3.10E-06   | 221                     |
| Cell Death and Survival                 | 4.71E-20 - 2.98E-06   | 202                     |
| Cellular Development                    | 3.07E-18 - 3.16E-06   | 229                     |
| Cell-To-Cell Signaling and Interaction  | 3.52E-14 - 3.37E-06   | 129                     |

**Supplementary Table S2: Primer sequences for quantitative real-time PCR.**

| Gene   | Strand  | Primer sequences               |
|--------|---------|--------------------------------|
| HIF1A  | Forward | 5'-TCCATGTGACCATGAGGAAA-3'     |
|        | Reverse | 5'-CCAAGCAGGTCATAGGTGGT-3'     |
| IGFBP5 | Forward | 5'-TGACCGCAAAGGATTCTACAAG-3'   |
|        | Reverse | 5'-CGTCAACGTACTCCATGCCT-3'     |
| NANOG  | Forward | 5'-ACAACCTGGCCGAAGAATAGCA-3'   |
|        | Reverse | 5'-GGTTCCTCAGTCGGGTTTAC-3'     |
| OCT4   | Forward | 5'-GGGTTTTTGGGATTAAGTTCTTCA-3' |
|        | Reverse | 5'-GCCCCCACCCTTTGTGTT-3'       |
| SOX2   | Forward | 5'-CCCACCTACAGCATGTCCTACTC-3'  |
|        | Reverse | 5'-TGGAGTGGGAGGAAGAGGTAAC-3'   |
| KLF4   | Forward | 5'-GAAATTCGCCCCGCTCCGATGA-3'   |
|        | Reverse | 5'-CTGTGTGTTTGCGGTAGTGCC-3'    |
| ABCG2  | Forward | 5'-CAGTGTCACAAGGAAACACC-3'     |
|        | Reverse | 5'-GAGACCAGGTTTCATGATCC-3'     |
| FOXA1  | Forward | 5'-GAAGATGGAAGGGCATGAAA-3'     |
|        | Reverse | 5'-GCCTGAGTTCATGTTGCTGA-3'     |
| VEGFA  | Forward | 5'-AGGGCAGAATCATCACGAAGT-3'    |
|        | Reverse | 5'-AGGGTCTCGATTGGATGGCA-3'     |
| MMP2   | Forward | 5'-TCTCCTGACATTGACCTTGGC-3'    |
|        | Reverse | 5'-CAAGGTGCTGGCTGAGTAGATC-3'   |
| MMP9   | Forward | 5'-GGGACGCAGACATCGTCATC-3'     |
|        | Reverse | 5'-TCGTCATCGTCGAAATGGGC-3'     |
| GAPDH  | Forward | 5'-AATGAAGGGGTCATTGATGG-3'     |

|  |         |                            |
|--|---------|----------------------------|
|  | Reverse | 5'-AAGGTGAAGGTCGGAGTCAA-3' |
|--|---------|----------------------------|

HIF1A, hypoxia-inducible factor 1-alpha ; IGFBP5, insulin-like growth factor binding protein 5; NANOG, nanog homeobox; OCT4, octamer-binding transcription factor 4; SOX2, SRY (sex determining region Y)-box 2; KLF4, kruppel-like factor 4; ABCG2, ATP-binding cassette sub-family G member 2; FOXA1, forkhead box protein A1; VEGFA, vascular endothelial growth factor A; MMP2, matrix metalloproteinase 2; MMP-9, matrix metalloproteinase 9; GAPDH, glyceraldehyde 3-phosphate dehydrogenase.

**Supplementary Table S3: Primer designs of shRNA sequences for targeting IGFBP5.**

| Name     | Strand    | Primer sequences                                                                               |
|----------|-----------|------------------------------------------------------------------------------------------------|
| Scramble | Sense     | 5'-<br>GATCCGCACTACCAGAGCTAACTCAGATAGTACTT<br>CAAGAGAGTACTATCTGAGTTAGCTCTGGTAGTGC<br>TTTTTA-3' |
|          | Antisense | 5'-<br>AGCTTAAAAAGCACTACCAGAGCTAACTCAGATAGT<br>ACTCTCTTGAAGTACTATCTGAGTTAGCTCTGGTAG<br>TGCG-3' |
| shRNA-1  | Sense     | 5'-<br>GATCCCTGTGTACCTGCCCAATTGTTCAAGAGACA<br>ATTGGGCAGGTACACAGTTTTTA-3'                       |
|          | Antisense | 5'-<br>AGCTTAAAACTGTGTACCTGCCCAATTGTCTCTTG<br>AACAATTGGGCAGGTACACAGG-3'                        |
| shRNA-2  | Sense     | 5'-<br>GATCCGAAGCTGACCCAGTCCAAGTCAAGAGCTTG<br>GACTGGGTCAGCTTCTTTTTA-3'                         |
|          | Antisense | 5'-<br>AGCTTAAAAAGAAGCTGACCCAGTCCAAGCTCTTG<br>ACTTGGACTGGGTCAGCTTCG-3'                         |

shRNA, short hairpin RNA.

How the deposited data were processed for this re-analysis (not part of the article)

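Gene expression was measured by RNA-Seq in 1 library of A375 cells labelled IGFBP5 OE and 1 library labelled empty vector control. The conditions were taken from the deposited labels and were not changed by any value. The authors trimmed Ion Proton reads with Cutadapt, mapped them with TopHat and Bowtie 2 and computed the deposited FPKM values with Cufflinks, with a 95% interval for each row. The sequence names in the files are those of hg19, and the paper's text does not name the build. Each library was assembled separately, so that the files hold 332235 rows for the library labelled IGFBP5 OE and 286713 for the other, of which 23273 and 23300 name a gene. Of 23261 gene symbols, 1031 were joined with different neighbors in the libraries.

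From these values, rows were paired between the libraries when they named the same genes and their loci overlapped on a primary chromosome, which left 21285 loci. The highest row of each gene was used. Fold changes were computed as log2(FPKM + 0.1) of the library labelled IGFBP5 OE minus that of the other library. Loci with at least 1 FPKM in one library entered the numbers of genes changed at least 2-fold. Single genes were taken from any row that names them, and rows joined with different neighbors were named as such. The error of a fold change was derived from the Cufflinks intervals, where the distance from the value to the upper bound is 2 standard errors. It does not cover the differences between cultures, for which there are no replicates. No p-value was computed across genes. The P-values of Cuffdiff and the pathway scores of IPA were not recomputed here.

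The named genes were those with a bar in Figure 5A, those the text names for RNA-Seq, the nodes of Figure 5C, the genes of the qRT-PCR and FACS panels, CDH1, and the 5 largest rises and 5 largest falls among genes with at least 5 FPKM in one library. Results of 2 of these genes are not reported here. The medians of 10 gene lists were set against 10000 random lists of the same size, matched in 20 bins of expression. The changes along chromosomes were summarised as the percent of the variance that lay between bins of 50 neighboring genes, against 1000 permutations of the gene positions. These steps were tested on simulated data, in which 100% of 200 genes changed 4-fold were recovered and 5 of 100 random lists lay beyond the 2.5th or 97.5th percentile. The simulated pair was made from the table of the library labelled empty vector control with small added noise. It had no separate assembly and no counting error. The full recovery was therefore fixed by construction and does not bear on those errors.

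The sequencing depth of the libraries is not given by the files. Low rows whose interval gives fewer than 20 reads were examined. Of these, 44.5% in the library labelled IGFBP5 OE and 42.3% in the other lay within 0.02 of a whole number. With a limit of 30 reads, 656 genes with whole numbers in both gave a relative depth of 1.05. Reads were not recovered for the other rows, so no count test was run. The alternatives were other pseudocounts, no pseudocount, scaling to the median ratio or the upper quartile, the sum of the rows of a gene, and other filters and bin sizes. Scaling by TMM, intervals from counts, and values restricted to coding exons need counts or exons and were not run. Gene symbols were matched to GENCODE transcripts for GC content alone, and coordinates of that annotation were not used. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.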

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

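All the tests in this part except that of the locus bounds and that of the share of all fragments inside named loci were chosen after the results were seen. The signals here are in genes and assembled fragments that the paper does not discuss, and there is 1 library per label.

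Under the rule set before the data were examined, the 5 largest rises in the library labelled IGFBP5 OE included SNORD67 (log2 fold change 11.46), SNORD96A (10.34), NDUFC1 (10.04) and SNORD116-25 (10.03). These 4 were listed at 0 in the library labelled empty vector control. Of the 230 loci listed at 0 in one library and at 5 FPKM or more in the other, 5 are genes of the ribosome or of respiratory complex I or its assembly, which cells need in general. Zeros at such genes can be failed estimates in the authors' assembly. Cufflinks itself marked as failed only 5 rows in the library labelled IGFBP5 OE and 0 in the other, so most zeros carry no such mark. An overlapping row of another name, or without a name, with enough FPKM to hold the missing reads was found at 78.4% of 148 such loci of at least 300 bp. Such a row was also found at 65.2% of genes expressed in both libraries. The share was higher where a gene is listed at 0. Such rows are common at other genes too, so this test does not tell the explanations apart. A stricter test asked for an unnamed row over most of the locus. It found one at 4.05% of the loci listed at 0 and at 0.112% of genes expressed in both libraries. Such rows are thus more frequent where a gene is listed at 0, but they account for few of the zeros. No biological explanation of the zeros was tested.

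Among loci above 0 in both libraries, the largest rises were FXYD1 (5.90), CPA4 (5.86), RPE65 (5.55), SNAR-A6 (5.31) and TMPRSS15 (5.14). The interval of FXYD1 in the library labelled IGFBP5 OE runs from 0 to 75.6 FPKM and that of RPE65 from 0 to 17.4 FPKM, so their changes are not detectable at this depth. SNAR-A6 belongs to a family of near-identical copies between which reads can be split. For CPA4 and TMPRSS15 the intervals of the libraries did not overlap. FXYD1 and CPA4 were assembled with different locus bounds in the libraries. Of genes with at least 1 FPKM in both libraries, 11.1% changed at least 2-fold where the bounds differed and 10.3% where they were the same, but FXYD1 and CPA4 are not among these genes, so their changes cannot be told apart from an effect of the bounds. A biological difference cannot be told apart from a difference between single cultures or clones.

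The library labelled IGFBP5 OE held 308962 assembled fragments without a gene name and the other 263413, a ratio of 1.17. The relative depth was 1.05, but how the number of fragments depends on depth was not tested, so the excess cannot be told apart from an effect of depth. Genomic DNA would fall inside named loci about as often as these loci cover the chromosomes, which is 39.7%, whereas 61.5% of the fragments of the library labelled IGFBP5 OE and 59.9% of those of the other lay inside. That share is similar in the libraries and does not bear on the excess itself, for which the ratio was 1.2 inside and 1.13 outside named loci. Of the excess, 70.8% lay inside named loci, so genomic DNA as its only source does not account for it. A smaller part from genomic DNA, and unspliced RNA, were not tested. The FPKM of the unnamed fragments summed to 8011281 in the library labelled IGFBP5 OE and to 3869122 in the other. The named rows summed to 342230 and 344895 FPKM. The cause of the difference between the unnamed sums was not tested. No biological explanation was tested.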

How the results depend on the processing

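The alternatives were set before the data were examined, except those named below as chosen after seeing the data. The log2 fold change of IGFBP5 stayed between -2.44 and -2.39 under the other 6 settings set beforehand. Exchanging the libraries between the labels, chosen after seeing the data, turned it to 2.41 by construction.

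The number of Figure 5A genes that moved in the direction of the figure was 3 of 62 with a bar other than 0, from 2 to 4 under these settings, and 58 with the libraries exchanged.

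The numbers of loci changed at least 2-fold, 1152 higher and 998 lower, stayed within 1.5 times under the settings set beforehand except with a minimum of 5 FPKM, which gave 617 and 611. Among the alternatives chosen after seeing the data, requiring intervals that do not overlap and values above 0 in both libraries gave 759 higher and 732 lower. The cause was not tested.

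Of the 10 gene lists, the NF-κB targets had a median log2 fold change of -1.05, and from -1.08 to -0.92 under the other settings. Their percentile of 0 is the lowest that the random lists can give, so it shows no stability. The interferon genes, at 97.8 in the main setting, went to 97.2 with a pseudocount of 1, 97.4 without a pseudocount, 97.48 with the sum of the rows and 97.4 with 10 expression bins, so this list lies at the edge of the upper limit used. The epithelial genes, at 99.6, went to 88.1 without a filter and 89.4 with a minimum of 5 FPKM. The YAP/TAZ targets went from 91.3 to 98.8 with a minimum of 5 FPKM. The IGFBP family list went from 92.9 to 75.1 without a filter. Without a filter the MITF targets moved to the other side of the middle, from 59.4 to 46.9, and so did the mesenchymal genes, from 30.5 to 50.4. The cause was not tested.

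The percent of variance between bins of neighboring genes exceeded each of the 1000 permutations with other bin sizes and with a minimum of 5 FPKM, and also without chromosome 13 and after a correction for GC content, both chosen after seeing the data.

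Of 96 named genes, TBC1D3 alone changed sign under the settings set beforehand, from 0.21 to -0.55 with the sum of its rows. With a pseudocount of 1, 22 single genes moved by more than the interval of their fold change, 8 with a pseudocount of 0.01 and 6 without a pseudocount.

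Scaling by TMM, intervals from counts, and IGFBP5 restricted to coding exons were not run. No paired analysis was possible because there is 1 library per condition. The depth of the data limits the genes near 0 FPKM, such as NANOG, POU5F1 and PROM1, for which the intervals of the libraries overlap. CDH1 is listed at 0 with an interval from 0 to 0 in the library labelled empty vector control, so its overlap is no test.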

Differences from the paper's values

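The paper's values are the bars of Fig. 5A, read by eye as log2 fold changes of IGFBP5 OE over control. The bar labelled SNAI was taken as SNAI1, and a bar with an ambiguous IGFBP label was taken as IGFBP6. The values here are those of the libraries as labelled. Of 62 genes compared, 61 differed, by their sign or by more than the 95% interval of the fold change.

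The genes that were below 0 in Fig. 5A and above 0 here were the following. ADAMTSL1 was about -7 in the paper and 2.98 here, ADAMTSL4 was about -1.9 in the paper and 0.84 here, ADAMTS12 was about -1.7 in the paper and 1.77 here, and ADAMTS7 was about -1.1 in the paper and 0.75 here. ITGA4 was about -0.95 in the paper and 0.97 here, ITGB4 was about -2.5 in the paper and 1.59 here, ITGB8 was about -0.42 in the paper and 0.75 here, and CYR61 was about -1.9 in the paper and 1.86 here. CTGF was about -2.1 in the paper and 1.86 here, MAGEA1 was about -1.9 in the paper and 1.61 here, TBC1D3 was about -15 in the paper and 0.21 here, and CDC42EP1 was about -3.1 in the paper and 2.94 here. FOXD3 was about -1.2 in the paper and 2.64 here, CEBPD was about -2.5 in the paper and 2.42 here, MMP2 was about -0.37 in the paper and 0.61 here, and MMP8 was about -1.5 in the paper and 1.65 here. FGF2 was about -1.2 in the paper and 0.52 here, VEGFC was about -0.82 in the paper and 0.87 here, NGFR was about -3.7 in the paper and 3.64 here, and SOX2 was about -1.3 in the paper and 1.35 here. KLF4 was about -0.24 in the paper and 0.49 here, VIM was about -0.89 in the paper and 0.85 here, TWIST2 was about -0.89 in the paper and 0.91 here, and GEMIN2 was about -0.91 in the paper and 0.27 here. TWIST1 was about -0.65 in the paper and 0.75 here, ZEB2 was about -1.1 in the paper and 1.17 here, MITF was about -0.65 in the paper and 0.75 here, and HIF1A was about -0.37 in the paper and 0.38 here. MAPK8 was about -0.13 in the paper and 0.0359 here, MAPK14 was about -0.16 in the paper and 0.28 here, MAPK11 was about -0.61 in the paper and 2.75 here, and IGFBP7 was about -0.25 in the paper and 0.34 here. IGFBP4 was about -1.1 in the paper and 1.2 here, and IGFBP2 was about -2.8 in the paper and 2.90 here.

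The genes that were above 0 in Fig. 5A and below 0 here were the following. ADAMTS15 was about 0.75 in the paper and -0.60 here, ADAM19 was about 1.4 in the paper and -1.51 here, ADAMTS9 was about 2.5 in the paper and -2.32 here, and ADAMTS1 was about 2.5 in the paper and -2.33 here. ITGA5 was about 0.93 in the paper and -0.96 here, ITGAV was about 0.2 in the paper and -0.18 here, ITGB1 was about 0.58 in the paper and -0.48 here, and BCL2A1 was about 2.1 in the paper and -2.53 here. NFKBIA was about 1.8 in the paper and -1.89 here, CD82 was about 1.4 in the paper and -1.16 here, VEGFA was about 0.12 in the paper and -0.27 here, and KRT15 was about 1.2 in the paper and -1.2 here. KRT79 was about 4.5 in the paper and -4.59 here, CDH2 was about 0.3 in the paper and -0.22 here, CDH13 was about 0.66 in the paper and -0.88 here, and FOXC1 was about 0.21 in the paper and -0.12 here. SNAI1 was about 0.2 in the paper and -0.0388 here, SNAI2 was about 1.5 in the paper and -1.16 here, ZEB1 was about 0.5 in the paper and -0.43 here, and MAPK3 was about 0.28 in the paper and -0.25 here. IGF2R was about 0.38 in the paper and -0.28 here, IGF1R was about 0.88 in the paper and -0.77 here, and IGFBP5 was about 2.1 in the paper and -2.41 here.

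The others differed in size, or had no sign in one source. ADAMTS4 was about -2.5 in the paper and -1.67 here. It is listed at 0 in the library labelled IGFBP5 OE, so its value is set by the pseudocount. The value was -0.28 with a pseudocount of 1 and -4.51 with 0.01. MMP19 was about -0.55 in the paper and 0 here, being listed at 0 in both libraries. Neither is a measured difference, though both are counted among the 61. VEGFB was about 0.4 in the paper and 1.60 here. MAPK12 was about 0 in the paper and -0.23 here.

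None of the alternatives set before the data were examined closed any of these gaps. Exchanging the libraries between the labels, chosen after seeing the values, closed 37 of the 61. The gaps that it left open were those of ADAMTSL1, ADAMTS4, ADAMTSL4, ADAMTS7, ADAM19, ITGB1, ITGB4, ITGB8, CTGF, TBC1D3, FOXD3, MMP2, MMP19, FGF2, VEGFA, VEGFB, CDH13, GEMIN2, SNAI1, MAPK12, MAPK11, IGF2R, IGF1R and IGFBP5. Those of ADAMTS4 and MMP19 are not measured gaps. The interval does not cover the error of reading a bar by eye, so a small gap can stay open. ADAM19 was about 1.4 in the figure and 1.51 after the exchange. Other gaps were larger, as for FOXD3, about -1.2 in the figure and -2.64 after the exchange. By direction alone, 58 of 62 genes with a bar other than 0 moved as in the figure after the exchange, and 3 the opposite way. The exchange was run with a pseudocount of 0.1 alone, and the size of the ADAMTSL1 gap depends on the pseudocount. As labelled, ADAMTSL1 was at 0.77 with a pseudocount of 1, 5.78 with 0.01 and 7.82 without one. The exchange also opened a gap for IGFBP6, which was about -0.47 in Fig. 5A, read by eye, -0.39 as labelled and 0.39 after the exchange. This gap rests on taking the ambiguous bar label as IGFBP6.

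The paper states that CDC42 fell, whereas CDC42 had a log2 fold change of 0.07, within its interval. The paper states that SOX2, KLF4, CD271, MITF, CEBPD, CTGF, FGF2, ITGB4, HIF1A, IGFBP2, IGFBP4 and IGFBP7 were lower in IGFBP5 OE cells, and each was higher in the library labelled IGFBP5 OE, the interval of MITF including 0. IGFBP6, also stated as lower, was lower, with a log2 fold change of -0.39. VEGFA and MMP9, which the paper states as reduced by qRT-PCR, were lower, with log2 fold changes of -0.27 and -4.60. TBC1D3, also stated as lower, was at 0.21 by the row used and at -0.55 with the sum of its rows.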

Other observations

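The tests in this part were chosen after the results were seen, except those of the regional share over all chromosomes and of the MAPK output, MITF, proliferation and interferon lists.

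The changes between the libraries as labelled ran opposite to Fig. 5A. Of the 30 genes whose bar is at least 1 in size, 29 moved the opposite way, ADAMTS4 being the exception. TBC1D3 is among the 29 by the row used, and with the sum of its rows 28 moved the opposite way. The rows of ADAMTSL4 and KRT15, also among the 29, are joined with different neighboring genes in the libraries. Across 61 genes, leaving out the largest bars, Pearson's r between the bars and the changes was -0.88 and Spearman's rho -0.86. Genes are not independent replicates. A candidate explanation is that the files were exchanged between the labels. Another is that the bars were computed the other way round while the labels are right. The 29 genes prompted these explanations and are expected under both, so they support neither over the other. If the bars were computed the other way round, IGFBP5, the transfected gene, would be higher in the library labelled IGFBP5 OE. Its log2 fold change there was -2.41, so this prediction was not met. The qRT-PCR panels of the paper give a further test, although the paper does not state whether they used the RNA of the libraries. There were 7 genes with a significance mark in these panels and with intervals apart. Of these, 2 (VEGFA and MMP9) moved in the libraries as labelled the way they do by qRT-PCR. The other 5 (IGFBP5, SOX2, KLF4, FOXA1 and HIF1A) moved the opposite way. The bar of VEGFA in Fig. 5A, about 0.12, is itself opposite to its qRT-PCR, so VEGFA tells little about the labels. Most of the 7 genes thus moved against the labels, but MMP9 did not, and this test does not settle the question. A loss of the transgene, or an exchange before sequencing, was not tested. The labels were kept as deposited.

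Genes measured by other assays in the paper were also read from the libraries. MMP9 was at 0.054 FPKM in the library labelled IGFBP5 OE and at 3.64 FPKM in the other, and VEGFA at 8.63 and 10.4 FPKM. FOXA1 was at 0.365 and 0.15 FPKM. PROM1, which encodes CD133, was at 0.0378 and 0.0199 FPKM with overlapping intervals. IGFBP3, a family member for which the paper reports no RNA-Seq value, was at 8.85 FPKM in the library labelled IGFBP5 OE and at 121 FPKM in the other, a log2 fold change of -3.76 and the largest change of the family.

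Genes of chromosome 13 were lower in the library labelled IGFBP5 OE. Of 201 genes with at least 1 FPKM in both libraries, 153 were lower, with a median log2 fold change of -0.28, and the next lowest median of a chromosome with more than 100 genes was -0.04, on chromosome 22. The 4 bins of chromosome 13 had the lowest medians of the 203 bins in the genome. Between bins lay 3.69% of the variance, against at most 2.55% in 1000 permutations. After subtracting the median of genes of like GC content, with GC content known for 89.9% of genes, the median of chromosome 13 was -0.38, so GC content does not account for it. Without chromosome 13 the share was 3.34%, still above each permutation, so other regions contribute. The transfected cells were grown from individual colonies, and a difference in copy number between clones is a candidate explanation of the 3.69% share. It cannot be told apart from regional regulation or other differences between single cultures, as DNA was not measured here.

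The medians of gene lists were compared with random lists of like expression, and 10 lists were tested. The members of the lists were set beforehand, but the values of some members of the NF-κB, HIF1, YAP/TAZ, mesenchymal and epithelial lists had been seen when the medians were computed. The NF-κB targets were at the percentile 0, with 14 of 20 genes lower in the library labelled IGFBP5 OE, among them RELB (-2.1), NFKB2 (-1.67) and TNFAIP3 (-1.81), while IL1B (2.27) and CCL2 (0.99) were higher. Lower NF-κB activity in that library may explain this, but with 1 library per label it cannot be told apart from other differences between the cultures. The epithelial genes were at the percentile 99.6, but 8 of 24 genes were measured, and the interferon genes at 97.8. Neither of these held under each alternative.

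Other hypotheses found no shift past the lower or upper limit in the main setting. The MAPK output genes were at the percentile 26.0, the MITF targets at 59.4, the YAP/TAZ targets at 91.3, the HIF1 targets at 4.59 and the mesenchymal genes at 30.5. The proliferation genes were at 95.9, which is toward higher and not lower values in the library labelled IGFBP5 OE. The IGFBP family list, with 5 genes measured, was at 92.9. Exchanging the labels would mirror each percentile.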
